A study of Mus musculus with 8 samples. Its data were reported in "Regulation of chromatin accessibility by the histone chaperone CAF-1 sustains lineage fidelity" (2022).

How the data were processed

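The labels name an NEB RNA-seq kit, and the study's methods name a directional NEBNext kit and an Illumina sequencer for these cells. Neither states how messenger RNA was selected or ribosomal RNA removed. Per the study's methods, the authors aligned reads to the mouse genome mm9 with STAR and counted reads per gene with HTSeq-count. The deposited values are raw read counts per gene symbol, one file per library, with no normalization and no pooling of replicates. Each file also holds 5 summary counts from HTSeq, among them reads outside any gene and reads with several alignments, which were kept apart from the genes. Whether the counting used the strand, and the annotation version, are not stated, so counts of antisense and overlapping genes are uncertain, and reads that align to several places were not assigned to genes, which lowers counts of near-identical copies.

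Groups and replicate numbers were taken from the sample labels: uninduced, CAF-1 OFF, IPTG-treated control and HOXA9 OFF, 2 libraries each. The replicate numbers are in the labels, which do not say what same-numbered libraries share. The study's supplement mentions RNA-seq tracks of 2 independent sub-clones with similar results at Hoxa9. Whether a replicate number stands for a sub-clone is not in the labels. Total gene counts were from 14044284 to 22423837 per library. With 2 libraries per group the precision rests on a spread estimate shared between genes and groups; the biological coefficient of variation was 18.9%.

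Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the groups, libraries were scaled by TMM (factors from 0.894 in HOXA9 OFF replicate 1 to 1.06 in CAF-1 OFF replicate 1), and all 8 libraries entered one quasi-likelihood fit with a mean per group and no covariate. Contrasts were tested by glmQLFTest with Benjamini-Hochberg adjustment over all tested genes. A call needed an FDR under 0.05 and a change of at least 1.5-fold, as in the study's methods. CPM values use TMM-scaled library sizes, and log2 CPM used a prior count of 2. The standard error of a log2 fold change was derived from its F statistic. Where all libraries of a group were at or below 3 counts, the fold was computed against 3 counts in the smaller library of that group and is a lower bound. Results named in the text are the list of 31 genes and, per comparison, up to 5 genes with the highest and 5 with the lowest log2 fold change among calls with a mean log2 CPM of at least 2 and with both libraries of one group above both of the other.

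The comparisons were CAF-1 OFF, HOXA9 OFF and IPTG-treated control against uninduced cells, CAF-1 OFF against IPTG-treated control cells, and CAF-1 OFF against HOXA9 OFF cells. Before the data were examined, these alternatives were set: DESeq2 size factors or library size only in place of TMM; no filter, or a mean of at least 50 counts; DESeq2 1.42.0, the edgeR exact test, or glmTreat; a fit of only the libraries of the groups compared; the replicate number as a block; leaving out each library in turn; FDR 0.01 with 2-fold, and FDR 0.05 with no fold threshold; and other reference groups for the shares. Fits of only the compared groups with the replicate block, and libraries thinned at random to the smallest total, were added after seeing the data, as were both other thresholds for the number of listed genes called.

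The code was tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 of the tested 12126 genes changed. The changed genes had a mean of at least 1 CPM in uninduced cells. Recovery at lower levels was not tested. Of changes of 2 on the log2 scale, 88% were recovered by edgeR, and of changes of 1, 62%; 11 unchanged genes were called, 0 genes had the wrong direction, and 0 genes were called between unchanged groups, with 4.70% at an unadjusted p-value under 0.05. On the same counts DESeq2 called 33 unchanged genes and the edgeR exact test 37, and between unchanged groups they called 7 and 6. Gene lists were tested with camera from limma 3.58.1 at its preset inter-gene correlation of 0.01.

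Coordinates are gene spans in mm9 from GENCODE vM1, whose genome build is the one the authors used, and count from 1. To judge shared sequence, each 50-base window of the longest protein-coding transcript of a named gene was looked up in the transcripts of all other protein-coding genes. The read length is not stated, so 50 bases is a setting. GC content and length used the same transcripts. Figures were drawn with matplotlib in Python. No gene ontology analysis was made.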

Results

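Bulk RNA sequencing was measured in immortalised granulocyte-macrophage progenitors (iGMPs) of the mouse. These cells are kept in a self-renewing state by HOXA9 fused to the estrogen receptor hormone-binding domain, which is active only while estradiol is in the medium, and they carry a GFP reporter driven by the lysozyme promoter. CAF-1 is the histone chaperone that deposits histones H3 and H4 on newly replicated DNA, and Chaf1b encodes one of its subunits. The 8 libraries fell into 4 groups of 2. Uninduced cells were collected at 0 h in 150 ng/ml estradiol. CAF-1 OFF cells received 500 micromolar IPTG for 48 h, which induced an shRNA against Chaf1b. IPTG-treated control cells were cultured with IPTG for 48 h. HOXA9 OFF cells were kept without estradiol for 48 h.

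The total count assigned to genes was between 14044284 and 22423837 per library, a 1.60-fold range. It was 22217547 and 22423837 in uninduced cells, 17947048 and 18145556 in CAF-1 OFF cells, 14044284 and 15703480 in IPTG-treated control cells, and 20612937 and 22292371 in HOXA9 OFF cells. Of 34199 annotated genes, 21216 had a count in at least 1 library and 13080 passed the filter on low counts. A level of 3 counts, taken as the detection floor, corresponded to 0.134 CPM in uninduced replicate 1 and to 0.212 CPM in IPTG-treated control replicate 1. Such floors, and the binomial intervals below, cover counting error only, because PCR copies were not separated from independent molecules. The 10 most abundant genes took from 3.32% to 6.07% of the counts of a library.

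Replicates of one group were separate libraries: the chi-square statistic per degree of freedom between them was 25.8 in uninduced, 18.0 in CAF-1 OFF, 25.0 in IPTG-treated control and 85.2 in HOXA9 OFF cells, where sampling noise alone gives 1. In a principal component analysis of log2 CPM, the first component held 64.4% of the variance and separated HOXA9 OFF libraries from the rest, and the second component held 21.4% and separated CAF-1 OFF libraries. The third component held 6.26% of the variance and separated replicate 1 from replicate 2 in uninduced, IPTG-treated control and HOXA9 OFF cells. Deviations from the group mean were correlated across genes between same-numbered libraries of uninduced and IPTG-treated control cells (r = 0.48), of uninduced and HOXA9 OFF cells (r = 0.30) and of IPTG-treated control and HOXA9 OFF cells (r = 0.32), but not between CAF-1 OFF and uninduced cells (r = -0.04), CAF-1 OFF and IPTG-treated control cells (r = -0.02) or CAF-1 OFF and HOXA9 OFF cells (r = 0.08). These correlations run across genes, which are not independent replicates. Results with the replicate number as a block are therefore given beside the results without it. Since CAF-1 OFF libraries did not pair by number, a block shared by all groups may describe them poorly. For comparisons with CAF-1 OFF cells, blocked values are no firmer than values without the block.

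The targeted gene was examined first in every library. Chaf1b (chromosome 16, positions 93884146 to 93906360 in mm9, protein-coding) was at 96.8 and 100.3 CPM in uninduced cells, 95.1 and 101.7 CPM in IPTG-treated control cells, 18.7 and 9.72 CPM in CAF-1 OFF cells, and 48.3 and 41.0 CPM in HOXA9 OFF cells. The log2 fold change of Chaf1b against uninduced cells was -2.79 in CAF-1 OFF cells (SE 0.27; edgeR quasi-likelihood test, Benjamini-Hochberg FDR 0.00236) and -1.14 in HOXA9 OFF cells (FDR 0.00574). With the replicate block, the FDR values from edgeR were 0.0015 and 0.00364. Chaf1a, which encodes the other large CAF-1 subunit, was at 113.5 ± 6.57 CPM (SD, n = 2) in uninduced cells and 104.4 ± 0.66 CPM in CAF-1 OFF cells, a difference below the threshold (edgeR FDR 0.623). Counts on Hoxa9 rose from 234.6 ± 0.25 CPM in uninduced cells to 465.5 ± 22.3 CPM in HOXA9 OFF cells (log2 fold change 0.99, edgeR FDR 0.00032). HOXA9 OFF acts on the activity of the fusion protein, and a count per gene does not tell reads of the transgene from reads of the endogenous gene. The study found no reads over the untranslated ends of Hoxa9 in any condition. It takes this as expression of the transgene and not of the endogenous gene. Read coverage was not examined here.

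The comparison of CAF-1 OFF with uninduced cells asks which genes change after loss of CAF-1. A gene was called when its FDR was under 0.05 and its change at least 1.5-fold. Of 13080 genes, 1836 (14.0%) were called, 1378 higher and 458 lower in CAF-1 OFF cells. With the replicate block the numbers were 1602 and 521, and 1820 of the 1836 calls were also called in the same direction with the block. The alternative that moved the number most was the stricter threshold of FDR 0.01 and 2-fold, which left 364 calls, 342 higher and 22 lower. The genes with the highest fitted log2 fold changes were Ryr2, Tub, Cxcl3, Sec14l4 and Fbp2, all of which were at or below 3 counts in both uninduced libraries, so that only a lower bound of the fold is given and their order is not known. Ryr2 (chromosome 13, 11645370 to 12199212) was at 17.8 and 40.5 CPM in CAF-1 OFF cells and at 0 in uninduced cells, at least 219-fold higher (edgeR FDR 0.00434). Tub (chromosome 7, 116154339 to 116177974) was at 105.2 and 204.9 CPM, at least 1161-fold higher (edgeR FDR 0.000908). Cxcl3 (chromosome 5, 91215129 to 91217112) was at 24.7 and 91.4 CPM, at least 435-fold higher (edgeR FDR 0.00717), with 93.6% of its transcript's 50-base windows unique and the others shared with Cxcl2. Sec14l4 and Fbp2 were at least 228-fold and 125-fold higher.

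The largest falls after CAF-1 loss were those of Aldh1l2, Angptl6, Chaf1b, Trib3 and AC027184.1. Aldh1l2 (chromosome 10, 82950195 to 82996885) was at 3.87 and 21.3 CPM in uninduced cells and 0.63 and 0.73 CPM in CAF-1 OFF cells (log2 fold change -4.20, SE 1.16, edgeR FDR 0.0404; 0.00555 with the replicate block). Angptl6 fell by 3.33 on the log2 scale (SE 0.69, edgeR FDR 0.0174) and Trib3 fell by 2.56 (SE 0.76, edgeR FDR 0.0498), the latter close to the threshold. AC027184.1, annotated as a small noncoding RNA, fell by 2.52 and differed between the uninduced libraries (43.4 and 18.8 CPM).

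The comparison of HOXA9 OFF with uninduced cells asks which genes change when HOXA9 is inactivated. It gave 6179 calls (47.2% of the tested genes), 3293 higher and 2886 lower; with the replicate block there were 3365 and 2948. The alternative that moved the number of calls most was FDR 0.01 with 2-fold, which left 3579, and the one that moved the split most was scaling by library size only, which gave 2715 higher and 3701 lower. That scaling moved the median log2 fold change of all genes from 0.01 to -0.18, so directions of small changes in HOXA9 OFF cells are relative to TMM scaling. Stfa2, Stfa2l1, Trem2, AI607873 and Bst1 had the highest fitted log2 fold changes. All were at or below 1 count in both uninduced libraries. Stfa2l1 (chromosome 16, 36156897 to 36162034) was at 293.0 and 187.2 CPM in HOXA9 OFF cells, at least 1798-fold higher (edgeR FDR 8.53e-06), and Stfa2 was at 74.5 and 46.6 CPM, at least 454-fold higher (edgeR FDR 0.000102); both are uncertain as single genes, since 75.1% and 85.3% of their 50-base transcript windows are unique and the others are shared between them. Trem2 (chromosome 17, 48485726 to 48493472) was at 10.5 and 95.3 CPM, a difference between replicates that is larger than for Bst1 (34.1 and 25.1 CPM). The lowest fitted log2 fold changes were those of Igf2r, Myh13, Gpr12, Tnni1 and Rag2, each at or below 3 counts in both HOXA9 OFF libraries. Gpr12 (chromosome 5, 147393727 to 147396815) was at 21.6 and 20.1 CPM in uninduced cells and at least 128-fold lower in HOXA9 OFF cells (edgeR FDR 1.32e-05). Rag2 (chromosome 2, 101464875 to 101472685) was at 41.2 and 66.0 CPM and at least 329-fold lower (edgeR FDR 5.19e-05). Igf2r differed between the uninduced libraries (1.69 and 21.1 CPM) and in the same way between the IPTG-treated control libraries (1.55 and 21.5 CPM).

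IPTG-treated control cells measure the background of IPTG and 48 h of culture in the same way. Against uninduced cells 0 genes were called in the fit of all 8 libraries, with or without the replicate block, and 100 genes (0.76%) had an unadjusted p-value under 0.05, where 654 would be expected by chance; with the block the number was 91. A fit of only these 4 libraries with the block, chosen after seeing the data, called 24 genes, all higher in IPTG-treated control cells. CAF-1 OFF libraries, which do not pair by replicate number, are not in that fit. DESeq2 called 5 genes, all higher in IPTG-treated control cells and all among the 24. In simulated counts DESeq2 called 7 genes between unchanged groups. The simulated libraries did not resemble each other by replicate number, so the 7 are not a background for the 5. These 5 were chosen after their values were seen: 5_8S_rRNA, 7SK, Hist1h1e, U2 and n-R5-8s1, which are transcripts that mostly lack a poly(A) tail. A test of replicate 2 against replicate 1 over all 8 libraries, a split that follows no treatment, called 2 genes, Nostrin (edgeR FDR 0.0125) and Lyz1 (edgeR FDR 0.0493), with 1529 genes (11.7%) at an unadjusted p-value under 0.05.

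Reads outside annotated genes, which enter no comparison, made up 14.6% of the uniquely aligned reads in IPTG-treated control replicate 1 and from 5.30% to 7.79% in the other 7 libraries.

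**Figure D1:**
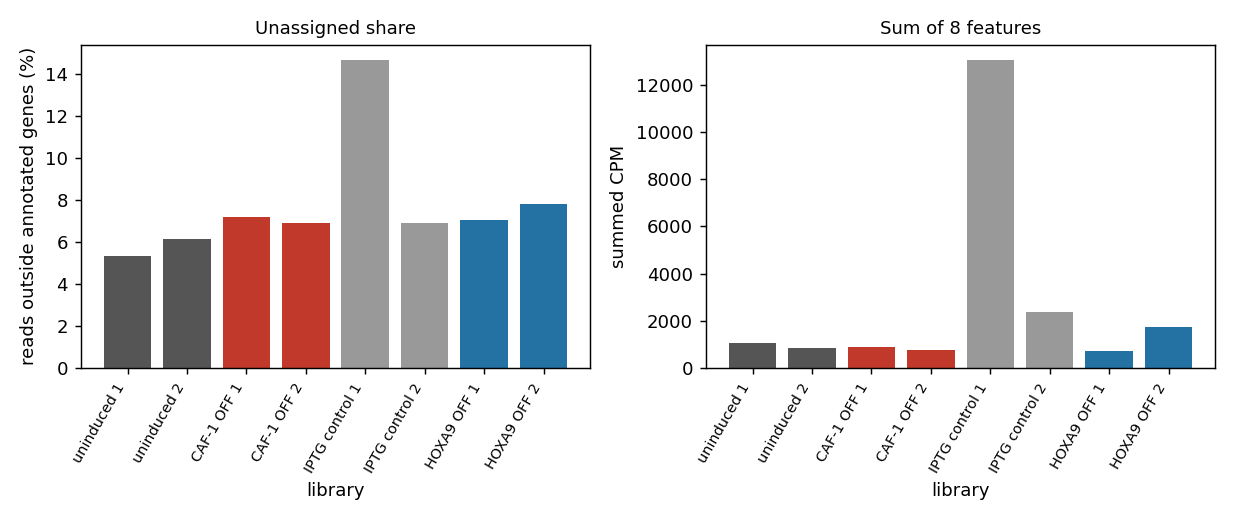
The left panel gives, per library, the percentage of reads that fell outside annotated genes among gene-assigned, unassigned and ambiguous reads, and the right panel gives the summed CPM (library-size scaled) of 8 features, most of them ribosomal RNA or transcripts overlapping it (n-R5-8s1, Mir5115, Mir5102, Mir5109, Mir5105, AY036118, Gm15564 and Lars2), chosen after their values were seen. IPTG-treated control replicate 1 stands apart in both, at 14.6% and 13048 CPM, while replicate 2 is at 6.88% and 2362 CPM. Uninduced cells are at 5.30% and 6.14%, and at 1039 and 854 CPM.

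The comparison of CAF-1 OFF with IPTG-treated control cells tests CAF-1 loss against cells given IPTG for the same time. It gave 1670 calls, 1251 higher and 419 lower; the replicate block gave 1454 and 478. The 5 highest were the same genes as against uninduced cells, with Tub at least 731-fold and Cxcl3 at least 274-fold higher. Aldh1l2 was again the lowest (log2 fold change -4.18, edgeR FDR 0.0447). The next 4 were n-R5-8s1, Mir5115, Mir5102 and Mir5109, whose difference was larger in IPTG-treated control replicate 1 than in replicate 2: Mir5115 was at 289.4 and 31.0 CPM there and at 10.8 and 9.72 CPM in CAF-1 OFF cells, and n-R5-8s1 was at 47.3 and 3.86 CPM there and at 1.53 and 1.52 CPM in CAF-1 OFF cells. All 4 were about as low in uninduced cells as in CAF-1 OFF cells. In uninduced cells Mir5115 was at 10.1 and 7.74 CPM and n-R5-8s1 at 2.05 and 1.41 CPM. These 4 calls therefore come from high values in IPTG-treated control cells and do not show falls after CAF-1 loss. Mir5109 was no longer called with the replicate block (edgeR FDR 0.0515).

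**Figure D2:**
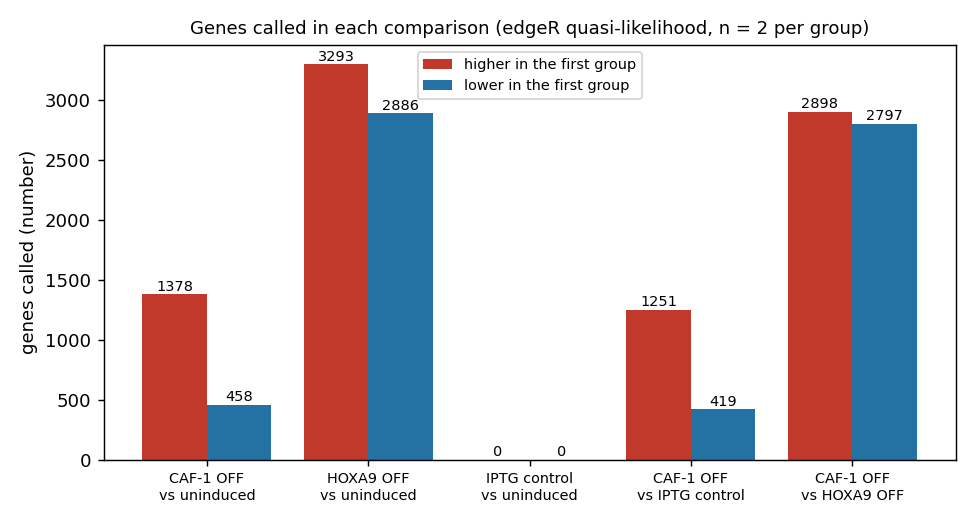
Bars give the number of genes called in each of the 5 comparisons, higher (red) or lower (blue) in the group named first, with the number above each bar; each group has 2 libraries. Calls of higher expression exceeded calls of lower expression 1378 to 458 in CAF-1 OFF against uninduced cells, and 0 genes were called in IPTG-treated control against uninduced cells in this fit of all 8 libraries without a block.

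The study asks whether changes after CAF-1 loss are biased to upregulation. Of the calls in CAF-1 OFF against uninduced cells 75.1% were higher (95% Wilson interval 73.0% to 77.0%), against 53.3% in HOXA9 OFF cells (52.0% to 54.5%). Genes are not independent replicates, so the intervals describe counting error and no test across genes was made. With the replicate block the shares were 75.5% and 53.3%. The alternative that moved the CAF-1 OFF share most was glmTreat, a test against the 1.5-fold threshold itself, at 95.1%, followed by FDR 0.01 with 2-fold, at 94.0%, and by the call on FDR alone with no fold threshold, at 58.3%. The HOXA9 OFF share moved most under scaling by library size only, to 42.3%, where the CAF-1 OFF share was 81.0%. The CAF-1 OFF share depended on expression: in 5 equal groups of genes from the lowest to the highest mean expression it was 96.7%, 81.7%, 68.8%, 58.2% and 58.5%, and the HOXA9 OFF shares were 65.7%, 56.9%, 49.9%, 50.3% and 48.4%. With groups made on the average of both compared groups instead, chosen after seeing the data, the shares were 96.9%, 82.6%, 67.7%, 57.8% and 49.8% in CAF-1 OFF cells and 62.2%, 54.1%, 46.9%, 50.9% and 55.2% in HOXA9 OFF cells.

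The study also asks how far both programs overlap. Of the 1378 genes raised in CAF-1 OFF cells, 776 (56.3%, 95% Wilson interval 53.7% to 58.9%) were also raised in HOXA9 OFF cells, while 25.2% of all tested genes were raised in HOXA9 OFF cells. With the replicate block the share was 55.6%. With IPTG-treated control cells as the reference of CAF-1 OFF, so that no reference library was shared, 695 of 1251 genes overlapped (55.6%). The alternative that moved the share most was the filter on a mean of at least 50 counts, at 64.4%. Of the 458 genes lowered in CAF-1 OFF cells, 288 (62.9%) were also lowered in HOXA9 OFF cells, against 22.1% of all tested genes. Across genes the log2 fold changes of both treatments had a Pearson correlation of 0.42, and of 0.35 with IPTG-treated control cells as the reference of CAF-1 OFF. Noise in shared uninduced libraries raises the first value. IPTG-treated control libraries share deviations with uninduced ones (r = 0.48), so neither value alone shows a common response.

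**Figure D3:**
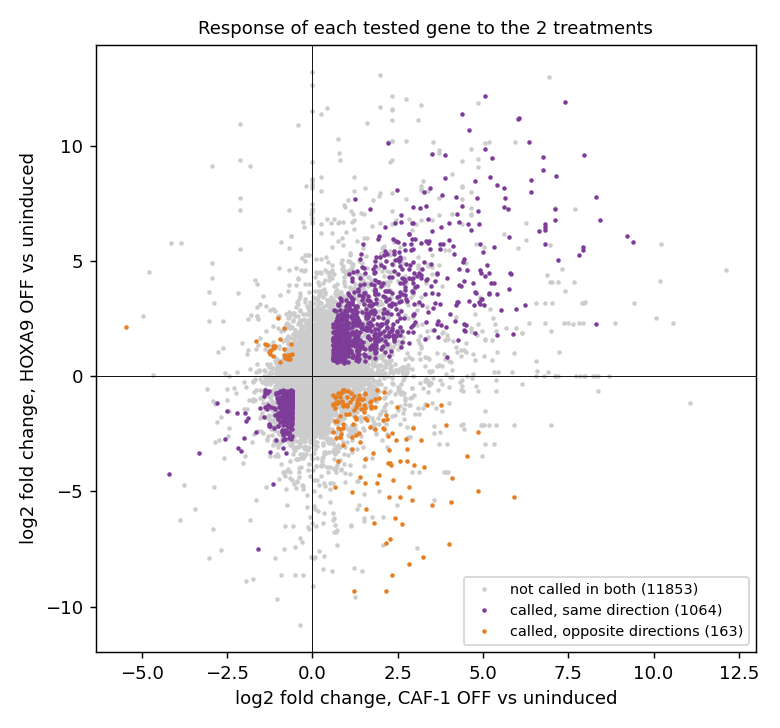
Each point is one of the 13080 tested genes, with its log2 fold change in CAF-1 OFF against uninduced cells on the horizontal axis and in HOXA9 OFF against uninduced cells on the vertical axis. Purple points (1064 genes) were called in both comparisons in the same direction, orange points (163 genes) in opposite directions, and grey points (11853 genes) were not called in both.

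CAF-1 OFF and HOXA9 OFF cells were also compared directly. There were 5695 calls, 2898 higher and 2797 lower in CAF-1 OFF cells, and 2981 and 2858 with the replicate block. Which direction had more calls depended on the processing. The alternative that moved the split most was scaling by library size only, with 3949 higher and 2064 lower. Other alternatives gave more lower calls. FDR 0.01 with 2-fold gave 1467 higher and 1541 lower, DESeq2 2673 and 2778, and DESeq2 size factors 2830 and 2873. A mean of at least 50 counts gave 2397 and 2431, and glmTreat 1864 and 1874. A fit of only these groups with the replicate block gave 2564 and 2602. The highest fitted log2 fold changes were those of Tub (at least 952-fold), Thy1 (159.0 and 71.4 CPM in CAF-1 OFF cells, at least 708-fold; chromosome 9, 43851467 to 43856662), Tnni1 (22.3 and 14.6 CPM, at least 114-fold), Gimap4 and Dntt. All 5 were at or below 2 counts in both HOXA9 OFF libraries, so their order is not known. The lowest fitted values were those of Stfa2, Gp49a, AI607873, Klk1b11 and Tlr8, which had 0 counts in both CAF-1 OFF libraries. Tlr8 (chromosome X, 163680626 to 163702261) was at 18.7 and 19.6 CPM in HOXA9 OFF cells (edgeR FDR 0.000179). Gp49a is uncertain as a single gene because 69.5% of its 50-base windows are unique and the others are shared mainly with Lilrb4.

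A list of 31 genes was fixed before the data were examined, and 30 of them passed the filter. The study's text names these genes or their proteins, except Lyz2, for which it names only Lyz1 and a lysozyme reporter. Lyz2 is among the calls in HOXA9 OFF cells (edgeR FDR 0.031). Hist1h2ap had 1 count in 1 library and 0 in the others, which is under the detection floor, and all 50-base windows of its transcript are shared with other genes. In CAF-1 OFF against uninduced cells 18 listed genes were called, 17 higher and 1 lower; with adjustment over the list alone the number was 20. In HOXA9 OFF cells 19 were called, 13 higher and 6 lower, and 19 with adjustment over the list alone. The numbers were 11 and 15 at FDR 0.01 with 2-fold (applied to the list after seeing the data), 14 and 16 with glmTreat, 20 and 22 with no filter on low counts, and 20 and 21 with the replicate block.

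Among progenitor genes, Cd34 was at 1791 ± 114 CPM (SD, n = 2) in uninduced cells, 1890 ± 389 CPM in CAF-1 OFF cells (edgeR FDR 0.746) and 246.6 ± 6.15 CPM in HOXA9 OFF cells (log2 fold change -2.86, edgeR FDR 1.67e-05). Flt3 was at 297.3 ± 74.0 CPM in uninduced cells, 265.8 ± 70.8 CPM in CAF-1 OFF cells (edgeR FDR 0.823) and 5.85 ± 4.84 CPM in HOXA9 OFF cells (log2 fold change -5.68). Prtn3 was below the threshold in both. Among granulocyte genes, S100a8 rose from 2.46 ± 0.87 CPM to 36.2 ± 11.7 CPM in CAF-1 OFF cells (log2 fold change 3.88, edgeR FDR 0.00224) and to 1917 ± 556 CPM in HOXA9 OFF cells (log2 fold change 9.61, edgeR FDR 1.19e-05). Ltf was called only in HOXA9 OFF cells, where it rose from 0.37 ± 0.08 CPM to 1205 ± 333 CPM; in CAF-1 OFF cells it was at 0.50 ± 0.03 CPM (edgeR FDR 0.64). Elane was called in CAF-1 OFF cells (361.0 ± 142.6 to 1101 ± 393 CPM, edgeR FDR 0.0334) and not in HOXA9 OFF cells (585.3 ± 216.6 CPM, edgeR FDR 0.18). Lyz1 was at 71.4 and 387.7 CPM in HOXA9 OFF replicates 1 and 2, and Lyz2 had at most 14 counts in any library.

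Of genes of other lineages, Eng (chromosome 2, 32502115 to 32538189) was at 2.55 ± 0.14 CPM in uninduced, 26.3 ± 9.89 CPM in CAF-1 OFF and 1.07 ± 0.10 CPM in HOXA9 OFF cells, with log2 fold changes of 3.36 (edgeR FDR 0.00224) and -1.26 (edgeR FDR 0.013). Car2 (chromosome 3, 14886426 to 14900769) was at 72.4 ± 10.3, 115.1 ± 15.7 and 2.55 ± 0.39 CPM, with log2 fold changes of 0.67 and -4.82. Gfi1b rose by 5.53 on the log2 scale in CAF-1 OFF cells and by 2.88 in HOXA9 OFF cells. Pf4 was at 55.7 and 124.4 CPM in CAF-1 OFF cells, called against 2.85 ± 0.26 CPM in uninduced cells (edgeR FDR 0.0192), and at 1.25 and 20.8 CPM in HOXA9 OFF cells (edgeR FDR 0.128). Itga2b rose in both, from 16.2 ± 1.86 CPM to 91.8 ± 24.4 CPM in CAF-1 OFF cells and to 103.8 ± 14.8 CPM in HOXA9 OFF cells. Elf1 was not called in either, nor was Cebpa, whose log2 fold change in HOXA9 OFF cells of -0.583 (edgeR FDR 0.015) was just short of 1.5-fold; with the replicate block it was -0.587 (edgeR FDR 0.0141), which is a call. The log2 fold change of Elf1 in HOXA9 OFF cells was 0.01 and its sign changed between alternatives. Of histone genes, H3f3b rose from 485.1 ± 33.4 to 1504 ± 312 CPM in CAF-1 OFF cells (log2 fold change 1.63, edgeR FDR 0.00289) and was at 377.8 ± 42.2 CPM in HOXA9 OFF cells (edgeR FDR 0.102). H1fx (chromosome 6, 87930416 to 87931476) rose by 2.17 in CAF-1 OFF cells and was lower in HOXA9 OFF cells (log2 fold change -1.67, edgeR FDR 0.000675). Cenpa was not called in either.

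**Figure D4:**
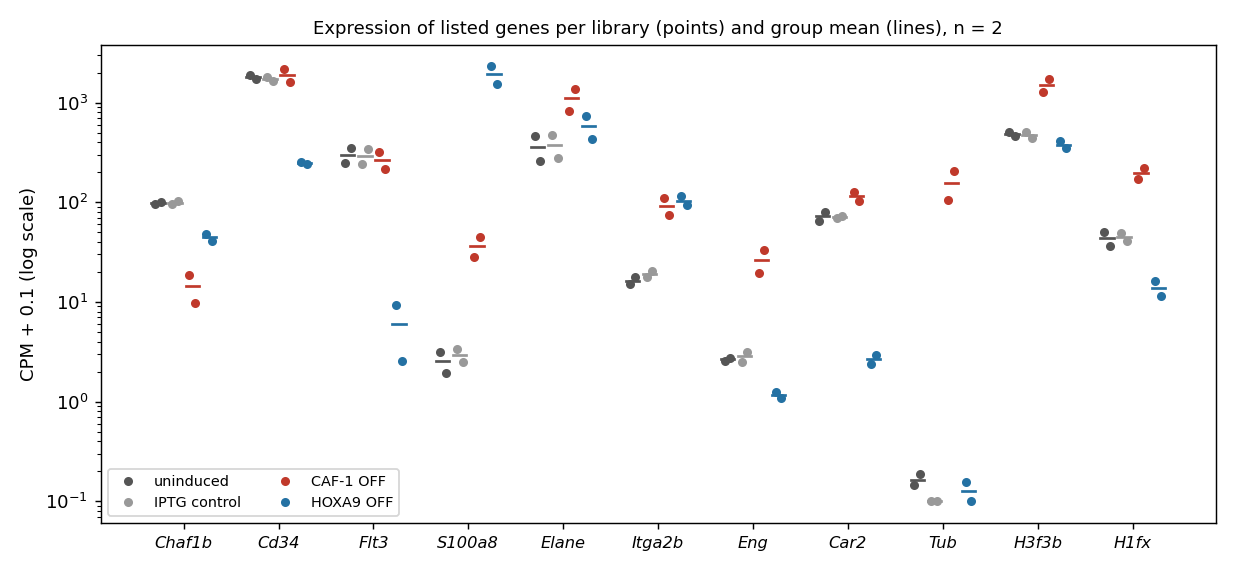
Points give CPM plus 0.1 of each library on a log axis for 11 of the listed genes, and short lines give the mean of the 2 libraries of a group: uninduced (dark grey), IPTG-treated control (light grey), CAF-1 OFF (red) and HOXA9 OFF (blue). Eng, Car2 and H1fx lie above uninduced cells in both CAF-1 OFF libraries and below them in both HOXA9 OFF libraries.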

Values the study reported

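The study reported that 75% of the differentially expressed genes in CAF-1 OFF iGMPs were upregulated. It described up- and downregulated genes in HOXA9 OFF cells as closer to balanced. It gave the overlap of genes upregulated in CAF-1 OFF iGMPs with those upregulated in HOXA9 OFF cells as 56%. Differentially expressed genes were defined by a change of at least 1.5-fold with an FDR below 0.05.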

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

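The tests of the shared uninduced libraries, of the direct difference and of histone genes below were chosen after the results they bear on had been seen; the tests of scaling, small RNA and silent genes were set beforehand.

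Both treatments moved some genes in opposite directions. In total 163 genes were called in opposite directions against uninduced cells, 137 higher in CAF-1 OFF and lower in HOXA9 OFF cells and 26 the reverse. Noise in the uninduced libraries, which both comparisons share, pushes changes in the same direction and is a poor candidate cause; with IPTG-treated control cells, which share deviations with uninduced libraries (r = 0.48), as the reference of CAF-1 OFF the number was 168. With library size in place of TMM it was 184, and with the replicate block 205. All 163 (100%) had an FDR under 0.05 in the direct edgeR comparison of CAF-1 OFF with HOXA9 OFF cells; because these genes were selected for opposite calls, that test could hardly fail and shows little by itself. GC content, transcript length and contamination were not tested for these genes. A difference between the programs of CAF-1 loss and HOXA9 inactivation may underlie them, as a hypothesis.

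Among the listed genes, 3 were called in opposite directions. The log2 difference between CAF-1 OFF and HOXA9 OFF cells was 5.49 for Car2, 4.62 for Eng and 3.84 for H1fx. The transcripts of all 3 have unique 50-base windows only (100%), so shared reads are not a candidate cause for them.

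Reads outside annotated genes, which no comparison used, were 14.6% in IPTG-treated control replicate 1, against 5.30% and 6.14% in uninduced cells and 6.88% in IPTG-treated control replicate 2. The other libraries were also above uninduced cells, at 6.91% to 7.79%. How RNA was selected is not stated. If it was selected by its poly(A) tail, RNA without one may have carried over into this library: 70 replication-dependent histone genes summed to 2.25 times the CPM of replicate 2, although both CAF-1 OFF libraries (125.5 and 151.0 CPM) were as high as this library (145.3 CPM) without the unassigned reads. Small nuclear and nucleolar RNA summed to 1.53 times the value of replicate 2, just over the limit of 1.5 set for this test. Genomic DNA was tested through 16656 genes with 0 counts in both uninduced libraries; they had counts about as often in both IPTG-treated control replicates (ratio 1.02), which goes against genomic DNA. Carry-over of RNA without a poly(A) tail remains as a candidate explanation. The design gives no biological explanation that could be tested with 1 library.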

How the results depend on the processing

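CAF-1 OFF against uninduced cells kept more higher than lower calls under every alternative run, and IPTG-treated control against uninduced cells stayed at 0 calls except as given here. FDR 0.01 with 2-fold left 364 calls in CAF-1 OFF and 3579 in HOXA9 OFF against uninduced cells, 282 in CAF-1 OFF against IPTG-treated control cells and 3008 in CAF-1 OFF against HOXA9 OFF cells. glmTreat left 506 calls in CAF-1 OFF against uninduced cells, 468 against IPTG-treated control cells and 3738 against HOXA9 OFF cells. FDR 0.01 with 2-fold, applied to the list of 31 genes after seeing the data, left 11 of its 18 calls in CAF-1 OFF cells. These are stricter thresholds. IPTG-treated control against uninduced cells gave 5 calls with DESeq2 and 24 in a fit of only these 4 libraries with the replicate block, chosen after seeing the data; all were higher in IPTG-treated control cells, the 24 include the 5, and they are mostly histone, ribosomal and other small RNA genes such as Hist1h1e and 7SK, named after their values were seen.

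The share of higher calls in CAF-1 OFF and HOXA9 OFF against uninduced cells was 81.0% and 42.3% with library size only, 71.8% and 51.3% with a mean of at least 50 counts, 95.1% and 55.5% with glmTreat, 94.0% and 57.9% at FDR 0.01 with 2-fold, and 58.3% and 51.4% with no fold threshold. The HOXA9 OFF majority thus changes side with library size only. Small falls are more often dropped by fold thresholds; the cause of the other shifts was not tested. The share in CAF-1 OFF cells was between 72.2% and 75.6% across the 4 fits that each left out a library of the other groups. The overlap was 53.2% with library size only, 64.4% with a mean of at least 50 counts, 48.4% in fits of only the compared groups, 52.8% in those fits with the replicate block, 58.9% with no fold threshold, and 52.4% with separate uninduced replicates as references by fold alone. The cause was not tested.

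The test of replicate 2 against replicate 1 called 177 genes with no filter and 149 with DESeq2, against 2 with edgeR after filtering; the cause was not tested.

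FDR 0.01 with 2-fold and FDR 0.05 with no fold threshold were not part of the following count of results on single genes. Of 126 such results, 77 did not change under any of the alternatives applied. The others changed 121 times in 2380 recomputed values: 38 weaker, 39 stronger, 33 moved by more than the spread between replicates and 11 reversed. The reversals concern changes near 0. Elf1 in HOXA9 OFF against uninduced cells was at -0.19 with library size only, -0.024 with no filter, -0.013 in the fit of only these groups with or without the block (-0.013), and from -0.048 to 0.053 across the 8 fits that each left out a library. In CAF-1 OFF against HOXA9 OFF cells, library size only gave 0.015 for Ms4a3, 0.21 for Cebpe and 0.057 for Itga2b, and the replicate block gave 0.039 for Cebpe; none was called. Across the 8 fits that each left out a library these genes ranged from -0.55 to 0.18, from -0.36 to 0.31 and from -0.48 to 0.075, in the same order. Their sign changes across those fits are not among the 11 reversals, so that number is not a count of every sign change.

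Leaving out a library of a compared group leaves 1 library there, so calls were not recomputed and fold changes were compared. Of the calls in CAF-1 OFF against uninduced cells, 87.0% to 98.1% kept their direction with at least 1.5-fold, the lowest without CAF-1 OFF replicate 2, and 94.5% to 96.8% did in HOXA9 OFF cells, where at most 3 calls changed direction. Depth limits what is known of genes at or below 3 counts in a group, for which folds are lower bounds.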

Other observations

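The tests of expression groups, of the IPTG-treated control reference, of CAF-1 OFF replicate 2, of the macrophage list without Trem2, of both lists in the other groups and of the small p-values were chosen after the results they bear on had been seen; the others were set before the tested values were seen, though after other results of these data.

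More genes rose than fell after CAF-1 loss (75.1% of calls). Rises may be easier to detect than falls at low counts, but in 20 simulations with equal numbers of true rises and falls the highest share was 53.4%; the simulations gave fold sizes to genes regardless of expression. Library size in place of TMM raised the share to 81.0%, and thinning every library to the smallest total left 73.7%. In 3 equal groups by transcript GC content the lowest share was 68.4% (69.9% with the replicate block), and by transcript length 62.5% (63.5% with the block), both above the HOXA9 OFF share of 53.3%; 95.2% of the calls had a value. Length did bear on the share: from the shortest to the longest group it was 62.5%, 72.8% and 87.9%, and in HOXA9 OFF cells 44.9%, 53.1% and 61.8%, so the rise with length is seen in both treatments while the share is higher after CAF-1 loss in each group. In 5 equal groups of genes by mean expression over all libraries the share was 58.5% in the highest, above 48.4% in HOXA9 OFF cells, but such a mean depends on the direction of change. Grouped on the average of both compared groups, which treats rises and falls alike, the share was 49.8% in the highest and 96.9% in the lowest group, against 55.2% and 62.2% in HOXA9 OFF cells. Grouped on uninduced cells, which favours rises in the lowest group, it was 31.7% in the highest, against 32.0%. By the average, groups 2 to 4 from the lowest were at 82.6%, 67.7% and 57.8%, against 54.1%, 46.9% and 50.9% in HOXA9 OFF cells. By uninduced cells, groups 3 and 4 were at 69.9% and 47.9%, against 52.8% and 46.4%. The share thus fell as expression rose. The excess over HOXA9 OFF cells reached genes of middle expression and was not seen in the most highly expressed ones. The other explanations did not account for it. Falls of weakly expressed genes were called in HOXA9 OFF cells: 336 in the lowest group by the average, against 14 in CAF-1 OFF cells. Changes were larger in HOXA9 OFF cells (median absolute log2 fold change 0.71, against 0.34). Smaller falls may still be harder to see than the simulations allow, so whether the excess is biological is not known from these libraries. The study also reports mostly upregulated genes in Chaf1b-deleted primary cells and a bias to chromatin opening, neither examined here.

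Noise in the shared uninduced libraries could raise the overlap of genes raised by both treatments. The overlap was 55.6% with IPTG-treated control cells as the reference of CAF-1 OFF, but these libraries share deviations with same-numbered uninduced libraries (r = 0.48), so that reference is not independent of the noise. With separate uninduced replicates as references, by fold alone, it was 52.4%. The share of all genes raised by fold alone is not given, so the 52.4% cannot be set against a background. The 55.6% is above the 25.2% of all tested genes called higher in HOXA9 OFF cells; a part due to such noise is not excluded. Genes with low uninduced expression may rise more readily in any treatment, but genes matched on uninduced expression in 20 bins were raised in HOXA9 OFF cells in 28.9% of cases, against 56.3% for the genes raised by CAF-1 loss.

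CAF-1 OFF replicate 2 lay farther from uninduced cells than replicate 1 in 81.3% of the 1836 calls, with a median change of 1.33 against 1.08 on the log2 scale; for HOXA9 OFF the share was 49.8%. Depth differed by a factor of 1.01, and with library size only the share was 81.0%. Chaf1b was lower in replicate 2 (9.72 against 18.7 CPM). A stronger knockdown could be the source, and the study describes sub-clones with different CAF-1 levels, but with 1 library each it cannot be told apart from any other difference between the cultures.

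Aldh1l2 and Trib3 among the lowest genes prompted a test of a list of 30 ATF4 target genes without them. Of 27 tested genes 24 were lower in CAF-1 OFF cells, with a median log2 fold change of -0.75 (edgeR camera, corrected over 6 list tests, adjusted p = 7.62e-09; 6.96e-10 with the replicate block). The median was -0.71 with library size only. All 28 tested genes of an interferon-stimulated list were higher, with a median of 1.57 (edgeR camera adjusted p = 2.29e-11; 4.36e-13 with the block), and 15 of them were called. Camera's preset correlation may understate how strongly such genes move together, so these p-values are likely too small. Lower amino acid stress signalling and an interferon response after induction of the shRNA are hypotheses. GC content and transcript length were not tested for these lists, and neither list was tested in HOXA9 OFF cells. Trib3 was at 105.1 and 139.6 CPM in uninduced cells and at 4.02 and 32.5 CPM in HOXA9 OFF cells. Aldh1l2 was at 3.87 and 21.3 CPM and at 0.11 and 1.19 CPM, in the same order. A fall of ATF4 targets particular to CAF-1 OFF cells is therefore not shown. With these groups, an effect of the shRNA itself cannot be separated from loss of CAF-1.

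The S-phase list was lower in CAF-1 OFF cells in 21 of 26 genes, with a median of -0.20. It did not pass the threshold (edgeR camera adjusted p = 0.0544), but did with the replicate block (0.0336). CAF-1 OFF libraries do not pair by replicate number, so the blocked value is no firmer. The unadjusted edgeR camera p-value was 0.0453 against uninduced cells and 0.0864 against IPTG-treated control cells. The G2/M list did not pass it either, with 20 of 26 genes higher and a median of 0.11 (edgeR camera adjusted p = 0.251; 0.302 with the block). In HOXA9 OFF cells the S-phase list was lower in 25 of 26 genes (median -0.81, edgeR camera adjusted p = 1.12e-05; 6.58e-06 with the block) and the G2/M list in 24 of 26 (median -0.47, edgeR camera adjusted p = 0.018; 0.0147 with the block). Whether the lists differ between the treatments was not tested.

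The HOXA9 OFF replicates differed from each other. Of 14 tested macrophage genes 13 were higher in replicate 2, with a median log2 ratio of 1.67, above all 10000 random lists matched on expression (percentile 100). Trem2, whose difference between replicates had been seen, is in that list; without it 12 of 13 genes were higher, with a median of 1.33, again at percentile 100. All 14 tested neutrophil genes were lower in replicate 2, with a median of -0.53, at percentile 0.01 of such lists. The neutrophil difference is not particular to HOXA9 OFF cells: the list was also lower in replicate 2 of uninduced cells (12 of 14 genes, median -0.45, percentile 0) and of IPTG-treated control cells (10 of 14, median -0.28, percentile 0.45), which fits a difference common to same-numbered libraries. In CAF-1 OFF cells it was higher in replicate 2 (12 of 14, median 0.72). The macrophage list without Trem2 did not differ in this way in uninduced (percentile 41.3) or IPTG-treated control cells (percentile 15.2), but was higher in replicate 2 of CAF-1 OFF cells (10 of 13, median 0.56, percentile 99.99). Each group gives 2 libraries, and a culture with more macrophage-like cells cannot be told apart from other differences between them.

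Lyz2 had at most 14 counts in any library, while Lyz1 reached 7818. Reads shared with Lyz1 could lower Lyz2 counts, but 84.6% of the 50-base windows of the Lyz2 transcript are unique. The cells carry a reporter driven by the lysozyme promoter; whether it sits in the Lyz2 gene was not tested here.

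In IPTG-treated control against uninduced cells 0.76% of genes had an unadjusted p-value under 0.05, where simulated unchanged groups gave 4.70%. Same-numbered libraries resemble each other (r = 0.48), which widens the spread within groups without separating them. With the replicate block in a fit of these 4 libraries the share was 1.82% (219 of 12010 genes), below the limit of 3% set for this test; with the block in the fit of all 8 libraries it was 91 of 13080 genes, and without the block in the fit of 4 it was 0.42%. The block raised the share only where the other groups were left out, so the resemblance and the spread in the other groups may contribute together, but they did not account for the whole shortage.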
